A study of Drosophila melanogaster with 4 samples. Its data were reported in "The Lid/KDM5 histone demethylase complex activates a critical effector of the oocyte-to-zygote transition" (2020).

How the data were processed

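H3K4me3, the trimethylated form of lysine 4 of histone H3, was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in ovaries of Drosophila melanogaster. The 4 libraries fell into 2 groups of 2. Control females carried the MTD-Gal4 driver alone, which expresses the Gal4 activator in female germ cells. In lid KD females the same driver expressed a short hairpin RNA against lid, the gene for the H3K4me3 demethylase Lid/KDM5. Groups and replicate numbers were taken from the sample titles.

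The authors aligned paired-end reads to the dm6 assembly with Bowtie2, kept uniquely aligned reads, removed duplicates with picard and called peaks in each library separately with MACS2 at a q-value threshold of 0.1. Lists from merged replicates were not used here. Whether an input library was given to the peak caller is not stated. Each deposited list gives, per peak, its position, its fold enrichment, the -log10 of its p-value and the -log10 of its q-value at the summit. In the deposited lists the fold enrichment is a ratio of the pileup at the summit to the peak caller's background at that place in the same library, so it is the authors' own value for that peak. It was used to describe and rank peaks within a list, its median was compared between libraries, and together with the p-value it gave the pileups described below. The deposited -log10 values served to filter peaks on their q-value and to rank them in an alternative. The score column of the deposited lists was not used. Peaks near repeats depend on the filter for unique alignment. Values that are ratios within a library cannot tell a change shared by all peaks from a difference in enrichment between libraries.

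The summit pileup (the number of fragments covering the summit) and the background of each peak were solved from the authors' fold enrichment, taken as (pileup + 1)/(background + 1), and from the authors' -log10 p, taken as the upper tail of a Poisson distribution. The solved pileups were whole numbers, with a background at or above that of the genome, for at least 99.9% of the peaks in each library. Between 7 and 10 peaks per library could not be solved and were left out of coverage measures. The background shared by the peaks at the floor of each list served as the measure of depth. It was 60.1 and 48.4 fragments per base in control replicates 1 and 2, and 55.5 and 56.6 in lid KD replicates 1 and 2. Read totals were not used. The median summit pileup was 281, 117, 349 and 291 in the same order, for which the counting error of a single summit is 5.97%, 9.25%, 5.35% and 5.86%. On 3971 simulated peaks the solver recovered 100% of the pileups.

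Differences in summit pileup between 2 libraries, over regions called in all 4, were scaled by the median ratio and divided by their Poisson counting error. Their robust standard deviation (SD) is about 1 when the libraries are draws from one profile. In 3000 simulated regions it was 0.962 for 2 draws from one profile and 2.35 when region-to-region variation of 0.2 on the log2 scale was added. By this measure the 2 lid KD libraries were counted as 1 sample. The odd-sample counts in the report set this sample and each control library in turn against the remaining 2 samples. For called regions both lid KD libraries had to have the same call, and for ranks their mean was used. The counts of called regions were also made with 1 lid KD library at a time. These counts were chosen after the data had been seen, because each of the mixed splits planned beforehand has one of the near-identical lid KD libraries on either side. Both comparisons are given. The comparisons of summit coverage, of GC content and of the calling limit at dhd were chosen after seeing the data too.

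Peaks of different libraries were merged into one region when they shared at least 1 base. Overlap was measured as the Jaccard index (shared bases over bases covered by either list) and as the percent of peaks overlapped. Consistent peaks were those with an irreproducible discovery rate (IDR) of at most 0.05, from a copula mixture of the ranks of the fold enrichment, written for this work and fitted from 5 starting points. On 8000 simulated pairs of which 70% were reproducible, 97.8% of the reproducible pairs passed and 5.06% of the passing pairs were noise. Where 30% were reproducible these values were 90.8% and 5.39%. For ranks, each list was shortened to the 12087 peaks with the highest fold enrichment, the length of the shortest list, and each peak received a percentile rank in which 100 is the strongest peak. A region with no peak in the shortened list received 0, even where the deposited list had a weaker peak there. A region moved in rank when both libraries of one group lay above both libraries of the other by at least 10 percentile points. On 7952 simulated regions with the spread of the control pair, 87.7% of regions moved by 30 points from the middle ranks were called in the right direction, and 3.90% of unmoved regions were called. All simulated libraries varied independently, unlike the near-identical lid KD libraries, so these rates do not carry over to the observed counts.

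Promoters were the bases within 500 bp of an annotated transcription start site, then gene bodies, then intergenic bases, on the 6 main chromosome arms (2L, 2R, 3L, 3R, 4 and X). Annotation was Ensembl release BDGP6.54 and sequence was the RefSeq Release 6 assembly, which shares its coordinates with dm6. The last peak on each arm ended within the arm. The annotation held 18358 genes and, apart from them, 5896 transposable elements. The gene lid is listed there as Kdm5. GC content was taken over 300 bp around a position. Where it was used to group regions or peaks, they were divided by GC content into 10 classes of about equal size.

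Values per library were compared by an exact two-sided permutation test over the 6 arrangements of 4 libraries, which cannot give a p-value below 0.333. Counts of regions were compared with the same counts for the 2 mixed splits of the libraries, each pairing 1 control library with 1 lid KD library, and with the odd-sample counts. The test of reads that the study used was not run here because peak lists hold no read counts per region. The rule for naming genes was fixed before the data were examined. It took dhd and the annotated genes within 20 kb of it that overlap a peak, the genes lid, Sin3A, HDAC1, gnu, trr and Idgf4, and the genes at the 5 regions with the largest rank gap in each direction. A gap is the distance between the nearest ranks of the 2 groups.

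The alternatives tried were stricter q-value thresholds (0.01 and 0.001), merged records, main arms only, lists of equal length or as deposited, reciprocal overlap of 50%, merging of peaks within 200 bp, an IDR of 0.01, ranks by -log10 p, no margin or one of 20 points, a width ratio of 1.5, promoter windows of 1000 and 200 bp, summits in place of peaks, a replicate block, and leaving out each library in turn. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.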

Results

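H3K4me3, a mark of the start sites of active genes, was profiled in ovaries from control females and from females with a germline knockdown of lid (lid KD), with 2 libraries per group. The libraries were compared to see where peaks differ once Lid, an enzyme that removes this methylation, is depleted from germ cells. Peaks had been called in each library separately. The lists held 12087 peaks in control replicate 1, 25302 in control replicate 2, 12832 in lid KD replicate 1 and 13501 in lid KD replicate 2. Background coverage, the measure of depth that the lists allow, was 60.1, 48.4, 55.5 and 56.6 fragments per base in the same order, so the longest list came from the library with the lowest background. At lid itself (chromosome 2L, 5989400-5999501, dm6) the strongest peak lay over the promoter in every library, with a fold enrichment of 5.96 and 6.84 in the controls and of 6.43 and 6.28 in lid KD. Peak lists do not measure the transcript, so the knockdown was not checked here.

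Replicates were compared first. Over 8864 regions called in all 4 libraries, the differences in summit pileup between the 2 lid KD libraries had an SD of 0.994 counting errors, against 0.962 for simulated draws from one profile. The control pair differed by 2.26 counting errors, and the 4 pairs of 1 control and 1 lid KD library by 2.90 to 4.01. The order of these pairs depended on the measure. The SD of the log2 ratio was 0.41 for the control pair, 0.35 and 0.33 for control replicate 1 against the lid KD libraries, 0.44 and 0.42 for control replicate 2 against them, and 0.12 for the lid KD pair, the closest by both measures. The lid KD libraries, described as biological replicates, thus differed by no more than the sampling noise. They were counted here as 1 sample, so the spread between samples was judged from the controls.

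**Figure D1:**
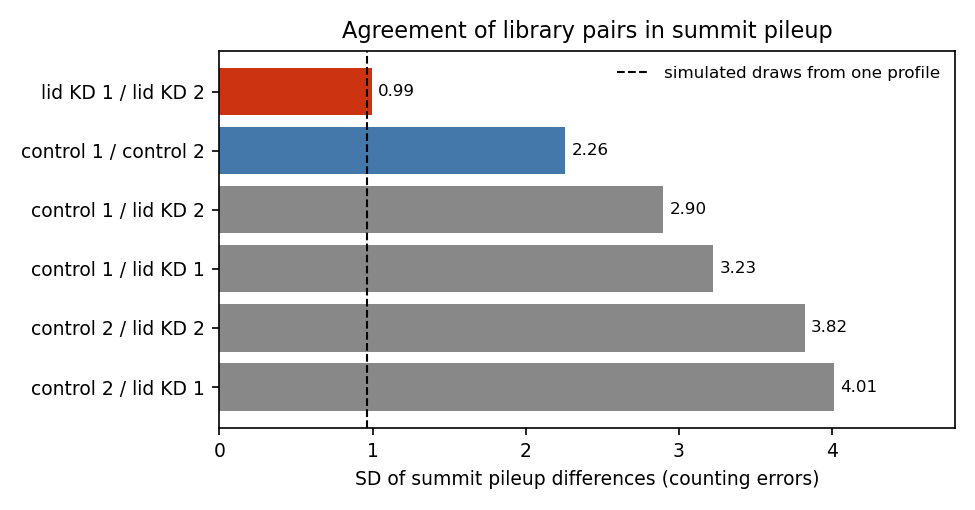
SD of the difference in summit pileup for each of the 6 library pairs, in counting errors (horizontal axis), over 8864 regions called in all 4 libraries, with the lid KD pair in red, the control pair in blue and pairs across the groups in grey. The lid KD pair, at 0.994, sits at the dashed line for simulated draws from one profile (0.962), and the control pair lies at 2.26.

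The number of peaks averaged 18694.5 ± 9344 (SD, n = 2) in the controls and 13166.5 over the lid KD pair, a log2 ratio of -0.51 (exact two-sided permutation test over 4 libraries, p = 1). This difference was within the spread of the controls and rested on control replicate 2, without which the log2 ratio was 0.12. Peaks covered 7.74 and 13.0 Mb in control replicates 1 and 2, and 7.40 and 7.81 Mb in lid KD replicates 1 and 2 (exact permutation p = 0.667). The median peak width was 584 and 386 bp in the controls and 490 and 480 bp in lid KD (exact permutation p = 1). For the median fold enrichment the groups did not overlap, with 2.38 ± 0.295 (SD, n = 2) in the controls and 2.93 and 2.68 in lid KD, which gave the smallest p-value this design allows (exact permutation p = 0.333). In lists of equal length, 12087 peaks each, the groups overlapped, with medians of 2.59 and 3.22 in the controls and 3.20 and 3.14 in lid KD.

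Overlap between lists did not follow the groups. The Jaccard index was 0.408 for the control pair and 0.828 for the lid KD pair. Control replicate 1 overlapped the lid KD lists more closely than the other control list, with indices of 0.670 and 0.663, while control replicate 2 gave 0.458 and 0.479 against lid KD. With lists of equal length the control pair, at 0.541, was still the least similar of all pairs, as the pairs across the groups ranged from 0.603 to 0.674. The mean within-group index exceeded the mean between-group index by 0.0506, and by 0.0494 with equal lists, the alternative that moved it most.

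Consistent peaks at an IDR of at most 0.05 numbered 6857 of the 10269 regions called in both controls and 9024 of the 11589 called in both lid KD libraries. As a share of the regions called in both, this was 66.8% and 77.9%. Pairs that mixed the groups gave 6880 to 7596 consistent peaks, no fewer than the control pair, and shares of 61.6% to 78.1%. An IDR threshold of 0.01 moved these counts most, to 5940 in the controls and 7915 in lid KD.

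To ask which regions gained or lost a called peak, the 4 lists were merged into 26557 regions, of which 8883 (33.4%) were called in all 4 libraries. Both controls and neither lid KD library called 701 regions, and both lid KD libraries and neither control called 386. With lists of equal length these counts changed to 459 and 635, so their order depended on list length. They also rested on both controls being required, since without control replicate 1 the counts were 12609 and 819, and without control replicate 2 they were 1488 and 1539. The mixed splits, each with a lid KD library on both sides, gave 66 and 849 regions, and 62 and 411, so 1 of them exceeded the 701. With lists of equal length they gave fewer than the groups, 184 and 282, and 149 and 201. With the lid KD pair as 1 sample and lists of equal length, control replicate 1 had 1329 regions called only there and 509 missing only there, and control replicate 2 had 1647 and 1019. The lid KD sample, with 635 and 459, was set apart by fewer regions, but it was counted only where its 2 libraries had the same call. Equal length did not give equal thresholds. The weakest peak kept had a fold enrichment of 1.05 and 2.21 in control replicates 1 and 2, and of 1.52 and 1.56 in lid KD. Regions missing from a shortened list can thus be called in the deposited one. As deposited, 787 regions were called only in control replicate 1, 11908 only in control replicate 2 and 386 only in lid KD. With 1 library per sample, lid KD replicate 1 had 970 regions called only there and 744 missing only there, compared with 1478 and 710 for control replicate 1 and 1929 and 1203 for control replicate 2. With lid KD replicate 2 in its place these counts were 986 and 685, 1513 and 791, and 1848 and 1168. With the lists as deposited the 701 regions missing only in lid KD exceeded the 433 missing only in control replicate 2, the library with the longest list, but not the 1153 missing only in control replicate 1.

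**Figure D2:**
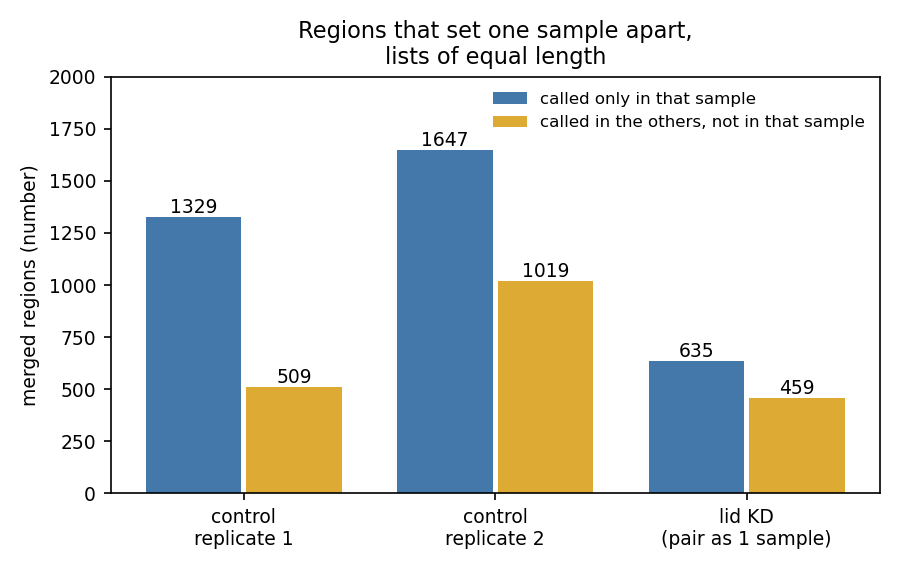
Number of merged regions (vertical axis) called only in one sample (blue) or called in both other samples but not in that one (yellow), with lists of 12087 peaks and the lid KD pair as 1 sample. The bars for lid KD, at 635 and 459, hold only regions on which its 2 libraries had the same call, which lowers them. A region not called in a shortened list can be called in the deposited list.

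Ranks were compared over the 7952 regions called in all 4 lists of equal length. In 260 regions (3.27%) both lid KD ranks exceeded both control ranks by at least 10 percentile points, and in 266 (3.35%) both lay below by as much. Without a margin the counts were 1596 and 2843, 20.1% and 35.8% of regions. Chance would put 16.7% in each direction for 4 independent libraries and 33.3% for a lid KD pair that acts as 1 sample. The balance of rises and falls depended on the ranking. It was 129 to 269 with ranks by -log10 p, 82 to 271 with the lists as deposited and 44 to 179 with ranks by summit pileup. The mixed splits gave far fewer regions beyond the margin, 49 and 21 for one and 20 and 16 for the other, but each of them has a lid KD library on both sides. Leaving out control replicate 1 gave 839 rises and 1066 falls, and leaving out control replicate 2 gave 754 and 588. With the lid KD libraries averaged as 1 sample, 303 regions ranked higher and 422 lower than in both controls. Control replicate 1 alone ranked higher than the other samples in 281 regions and lower in 450, and control replicate 2 alone in 680 and 596. Averaging 2 libraries also lowers the counting noise of the lid KD ranks. Rank changes in lid KD were about as numerous as those of control replicate 1 alone and fewer than those of control replicate 2 alone.

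Called widths were summed within the 8883 regions shared by all libraries. They were larger in both lid KD libraries in 1628 regions (18.3%) and smaller in both in 1363 (15.3%), where chance would give 16.7% each way for 4 independent libraries and 33.3% for a lid KD pair that acts as 1 sample. The mixed splits gave 1533 and 1370 regions, and 973 and 1882. The median log2 ratio of widths was -0.0099, and the median width was 733 and 706 bp in the controls and 703 and 720 bp in lid KD. When a width ratio of at least 1.5 was required, 45 regions were wider and 106 narrower in lid KD. Leaving out control replicate 1 gave 4508 wider and 3365 narrower regions, and leaving out control replicate 2 gave 3443 and 4113. No broadening of peaks in lid KD was detected beyond the differences between single libraries.

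Peaks were assigned to promoters, gene bodies and intergenic regions, which hold 13.6%, 59.2% and 27.2% of the bases of the main arms. Promoter peaks made up 63.2% and 38.8% of the lists in control replicates 1 and 2, and 60.5% and 58.2% in lid KD replicates 1 and 2 (exact permutation p = 1). Gene bodies held 32.7% and 51.2% of the control peaks and 36.7% and 38.9% of the lid KD peaks (exact permutation p = 1). Intergenic peaks made up 4.05% and 10.0% in the controls and 2.84% and 2.96% in lid KD, ranges that did not overlap (exact permutation p = 0.333, the smallest possible). The mean intergenic difference, -4.13 percentage points, shrank to -1.15 without control replicate 2. With lists of equal length it was -1.05, with shares of 4.05% and 3.58% in the controls and 2.78% and 2.76% in lid KD. The mean difference at promoters, 8.30 percentage points, changed sign to -3.89 without control replicate 2, and that in gene bodies changed from -4.16 to 5.05. With lists of equal length the promoter share was 63.2% and 60.1% in the controls and 62.9% and 62.7% in lid KD. Of 13945 protein-coding genes on the main arms, 6735 (48.3%) had a promoter peak in all 4 libraries. Promoter peaks in both controls and neither lid KD library were found at 113 genes, and in both lid KD libraries and neither control at 25. For comparison, 128 genes lacked one only in control replicate 1 and 192 only in control replicate 2, while 212 had one only in control replicate 1 and 1401 only in control replicate 2.

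Summit coverage was then expressed relative to background. Over the 8864 shared regions its median was 9.81 and 11.2 times background in control replicates 1 and 2, and 14.2 and 13.7 times in lid KD replicates 1 and 2. Relative to control replicate 1, coverage was higher by a median of 0.50 and 0.45 on the log2 scale in lid KD, with 88.9% and 89.6% of regions higher. Relative to control replicate 2 the medians were -0.03 and -0.09, with 46.2% and 40.4% of regions higher. The controls differed from each other by a median of 0.60. The excess of lid KD over control replicate 1 was thus no larger than the difference between the controls. The difference between the controls varied with base composition. Across regions, which are not independent replicates, the log2 ratio of control replicate 2 to control replicate 1 rose with GC content (Spearman rho 0.547). Against control replicate 1 rho was 0.005 and 0.019 for the lid KD libraries. In the lowest of 10 classes of GC content (median 40.3%) the median log2 ratio to control replicate 1 was 0.19 in control replicate 2 and 0.42 and 0.37 in lid KD. In the 9th class (median 59%) it was 0.70 in control replicate 2 and 0.55 and 0.49 in lid KD. In the highest class (median 62.3%) it was 0.71 in control replicate 2 and 0.30 and 0.31 in lid KD.

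**Figure D3:**
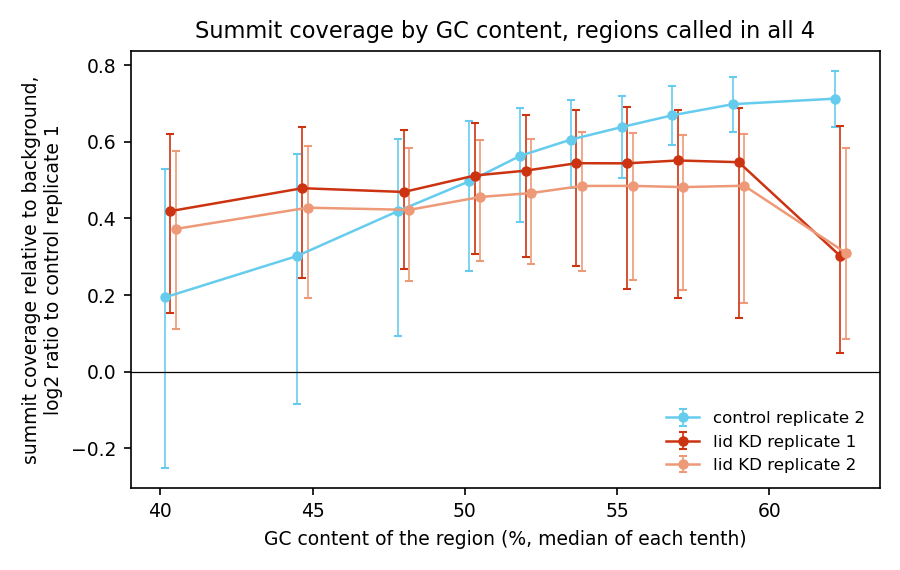
Summit coverage relative to background as the log2 ratio to control replicate 1 (vertical axis) against the GC content of the region in percent (horizontal axis), for regions called in all 4 libraries in 10 classes of GC content, with points at medians and bars spanning the lower to the upper quartile. Control replicate 2 rises from 0.19 to 0.71. The lid KD libraries lie at 0.42 and 0.37 in the lowest class, at 0.55 and 0.49 in the 9th and at 0.30 and 0.31 in the highest.

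The dhd locus was examined because dhd, which encodes a maternal thioredoxin, depends on lid for its expression in the ovary. The gene lies on the plus strand of chromosome X (5312171-5313125, dm6), has no intron, and its coding sequence begins at 5312460 and ends with a stop codon at 5312781-5312783. A peak was called there in both controls and in neither lid KD library. In control replicate 1 it spanned 5312408-5313104 (697 bp), with a fold enrichment of 3.08 and a percentile rank of 54.8. In control replicate 2 it spanned 5312401-5312835 (435 bp), with a fold enrichment of 3.95 and a rank of 58.3. Both summits lay at 5312692, within the coding sequence and 521 bp from the start of the gene. Summit pileups were 757 and 982 fragments, 12.6 and 20.3 times the background. The local background there was 4.07 and 5.12 times that of the genome. Among lid KD peaks at a local background within 20% of this range, the first percentile of the fold enrichment was 1.33 and 1.31, so a peak as strong as those of the controls would have been called. The fall of 54.8 points was the 6th largest among all regions and the largest among promoter regions. Ranked by -log10 p it was 61.1 points and the largest of all, and ranked within classes of GC content it was 51.2 points and the 11th largest. Falls as far were found in 6 regions for the lid KD sample, in 3 for control replicate 1 alone and in 72 for control replicate 2 alone. Of regions ranked at least as high in both other samples, 6 of 4790 had no peak at all in lid KD, compared with 2 of 4747 in control replicate 1 and 35 of 4826 in control replicate 2.

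The merged region at dhd (5312401-5313104) also lies within 500 bp of the start site of CG4198, the gene downstream. Control replicate 2 had a further, weak peak at CG4198 (5313620-5313814, fold enrichment 1.18). Of the 15 genes within 20 kb, 8 had peaks in all 4 libraries, namely Cdk7, snf, CG15930, Sas10, Rnp4F, Mcm3, CG3309 and XRCC1. At none of them were the ranks of the groups apart by the margin of 10 points. Both lid KD ranks were below both control ranks at 3 of the 8 (Rnp4F, Mcm3 and CG3309) and above them at 4. Of these 4, CG15930 and Sas10 share a peak, and for Cdk7 and snf the strongest peak of control replicate 2 was not the one of the other libraries. The ranks at CG3309 were 81.4 and 78.9 in the controls and 72.7 and 72.2 in lid KD. No peak was called at 3 genes, among them TrxT, which lies just upstream of dhd.

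**Figure D4:**
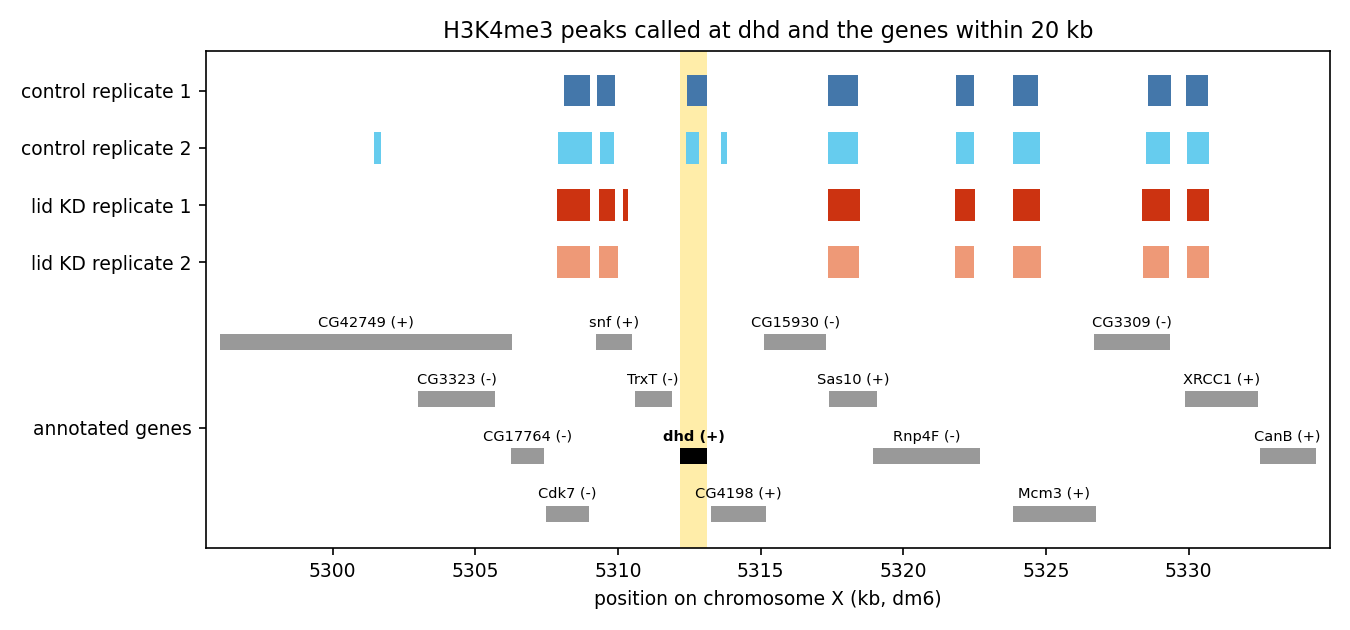
Peaks called in each library (coloured boxes) over the 15 annotated genes (grey, with strand, and dhd in black) within 20 kb of dhd, against position on chromosome X in kb. In the yellow band over dhd a box is present in both controls and in neither lid KD library, whereas 8 of the genes have peaks in all 4 libraries.

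The other genes chosen beforehand had peaks in all 4 libraries. At gnu the percentile rank was 66.1 and 60.5 in the controls and 72.6 and 72.4 in lid KD. This gap, like those at lid, Sin3A, HDAC1, trr and Idgf4, was below the margin of 10 points. At trr the ranks were 92.8 and 88.7 in the controls and 89.6 and 90.4 in lid KD. At Idgf4 the strongest peak of control replicate 1 shared no base with those of the other libraries. The ranks there do not compare one site. At Sin3A the strongest peak of control replicate 1 (12588368-12589621) overlapped those of the other libraries only at its end. They began at 12589580 in control replicate 2 and at 12589607 and 12589526 in lid KD, so the ranks there may not compare one site.

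Of the 5 largest falls, 4 were intergenic. The first was intergenic on chromosome X (22433015-22433191), with ranks of 66.4 and 79.3 in the controls and no peak in lid KD. The next was in the body of nAChRalpha3 (X, 8295970-8296188; a fall of 58.9 points). Neighbouring intergenic regions on 2R (5107679-5109712 and 5104692-5106874) fell by 57.4 and 57.3 points. These 4 regions overlap annotated transposable elements. The fifth, on 2L (20292324-20292628), fell by 55.5 points and overlaps none. The largest rise was at the promoter of nrm (3L, 22998119-22998575), which was called in both lid KD libraries at ranks of 85.3 and 84.8 and in neither control. Rises of 65.1 points at the promoter of Ptp61F (3L, 1474645-1475265), 61.6 in the body of Chc (X, 15833446-15833713), 59.6 on an unplaced scaffold and 58.5 at the promoter of the non-coding gene CR45548 (3R, 27961297-27961540) followed.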

Values the study reported

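The study reported that about 10% of the H3K4me3 peaks of control ovaries (1528 peaks) increased in lid KD ovaries, at an FDR below 0.05. It also reported 46 peaks that decreased. The peak at dhd was described as the second most affected of these.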

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

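All alternatives were chosen before the data were examined except ranks by summit pileup, ranks within classes of GC content and the lid KD libraries averaged as 1 sample, which were chosen after seeing the data. Of 133 alternative values over 19 results, 94 did not reverse a direction and moved by less than the spread between the controls. For overlap the limit was the spread between the 4 pairs across the groups, and for counts it was 1.5 times. Of the other values, 34 moved further and 5 changed sign. The spread between the controls was wide for the class shares. With lists of equal length the promoter difference changed from 8.30 to 1.09 percentage points and the gene-body difference from -4.16 to -0.04, yet both were counted among the 94. For the log2 ratio of median peak width, the main value of 0 has no direction, and alternatives of either sign were counted among the 94. Outside the fits that left out 1 library, 17 moved and 1 changed sign. Stricter q-value thresholds, merged records, main arms only, other promoter windows, summits in place of peaks, reciprocal overlap and the IDR alternatives moved no result beyond these limits.

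Lists of equal length changed the regions called in both controls only from 701 to 459 and those called in both lid KD libraries only from 386 to 635. Shortening the list of control replicate 2, the longest, removes regions by construction.

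The number of regions ranked higher in lid KD (260) moved to 1596 with no margin, 57 with a margin of 20 points, 129 with ranks by -log10 p, 82 with the lists as deposited, 44 with ranks by summit pileup and 421 with ranks within classes of GC content. The number ranked lower (266) moved to 2843 with no margin, 41 with a margin of 20 points and 422 with the lid KD libraries averaged. The margins act by construction, and for the other settings the cause was not tested. Falls outnumbered rises with ranks by -log10 p, with the lists as deposited and with ranks by summit pileup, and rises outnumbered falls within classes of GC content (421 against 330). A width ratio of at least 1.5 left 45 wider and 106 narrower regions. It lowers both counts by construction, but why narrower regions then outnumbered wider ones was not tested.

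The rank gap at dhd (54.8 points) was 61.1 with ranks by -log10 p, 69.5 with ranks by summit pileup and 51.2 within classes of GC content. Its place among the falls was 6, and it was 1, 1 and 11 under these settings and 7 with the lists as deposited. The cause was not tested.

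The fits that each left out 1 library gave a log2 ratio of peak number from -0.94 to 0.12, from 907 to 12609 regions called in the controls only and from 506 to 1539 called in lid KD only. The numbers ranked higher in lid KD ran from 302 to 839, ranked lower from 454 to 1066, wider from 2054 to 4508 and narrower from 1767 to 4113. The difference in promoter share ran from -3.89 to 20.5 percentage points and that in gene bodies from -13.4 to 5.05. The median log2 width ratio ran from -0.018 to 0.031, and the gap at dhd from 54.8 to 58.3 points. The log2 ratio of median peak width, 0 with all libraries, was 0.33 without control replicate 1 and -0.27 without control replicate 2. The sign changes in peak number, promoter share and gene-body share all came without control replicate 2, and that in width ratio without control replicate 1. Counts rise in these fits because fewer libraries have to lie on one side.

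Both groups carry replicate numbers 1 and 2, but whether the numbers pair the libraries could not be decided. The deviations of same-numbered libraries correlated at 0.0699 over ranks and 0.0586 over summit coverage. Low values would arise either way, because the lid KD libraries differ by counting noise only. With a replicate block, 409 regions ranked lower and 308 higher in lid KD within each same-numbered pair, 2096 were wider and 1922 narrower, and the median log2 width ratio changed sign to 0.0021. The block lifts the counts by construction, because each library is compared with 1 other only.

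Depth limits these results through the lid KD pair. As its libraries differ by counting noise only, no spread between lid KD samples can be given, and the exact test over 4 libraries cannot go below a p-value of 0.333.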

Other observations

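The tests of depth and GC content for control replicate 2, of a common source for the lid KD libraries, of AT-rich fragments and an extra copy for chromosome 4, of transposable elements and of enrichment in control replicate 1 were chosen only after the result had been seen, as were the odd-sample counts, the comparisons of summit coverage and of the calling limit at dhd, and the further rankings and GC comparison at dhd. Ranks within classes of GC content were added after the data had been examined, although the test was set before its own result was seen. The rule by which the transposable elements and the enrichment of control replicate 1 were judged undecided was also set after their values were known.

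Control replicate 2 had 1.98 times as many peaks as the mean of the other libraries. Greater depth is argued against by its background coverage, which was 0.842 times the mean of the others and the lowest of all. Peaks near the calling threshold are argued against too, since with a q-value of at most 0.001 its list was still 2.03 times as long. GC-dependent recovery of fragments may account for it. The log2 ratio of its summit coverage to control replicate 1 rose with GC content (Spearman rho 0.547 across shared regions, against 0.0761 for the lid KD pair), and the 11908 regions called only there had a median GC content of 55.7%, compared with 53.0% for regions called in all 4 libraries and 43.3% for those called only in control replicate 1. Most of these regions (65.3%) lay in gene bodies. A biological difference between the control samples was not tested.

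The 2 lid KD libraries differed by no more than counting noise. The same reads deposited under both names are argued against, because only 1.60% of the shared regions had identical summit pileups. Libraries drawn from one chromatin or immunoprecipitated sample remain a candidate explanation, since the SD of their differences was 0.994 counting errors, compared with 0.962 in simulated draws from one profile. Separate samples that vary by less than this measure can show stay open as well.

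Control replicate 1 had 159 peaks on chromosome 4, and the other libraries 78, 81 and 82. The 77 regions called only there had a median fold enrichment of 1.85, and 34 of them were at promoters. Better recovery of AT-rich fragments in that library is argued against as the whole cause, because regions called only there were 15.0 times as dense on chromosome 4 as in windows of matched GC content on the other arms (95% Poisson interval 11.8 to 18.7). An extra copy of chromosome 4 in all animals is argued against by coverage. At the 49 shared regions of chromosome 4, summit coverage in control replicate 1 exceeded that of the other libraries, relative to GC-matched regions of other arms, by at most 0.43 on the log2 scale (95% bootstrap interval 0.23 to 0.54), where an extra copy would give 0.58. When regions were matched on coverage as well, the excess was at most 0.11. An extra copy in some of the animals may remain, and a biological difference between the controls was not tested.

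Base composition differed between libraries, so it was asked whether it produced the rank changes. When peaks were ranked within 10 classes of GC content, 78.9% of the regions whose rank fell in lid KD and 83.1% of those whose rank rose were still beyond the margin, and the gap at dhd was 51.2 points. GC-dependent recovery is thus argued against as the whole cause. Differences between single samples of the size seen between the controls stay open, as does an effect of the knockdown. Within these classes the lid KD sample ranked higher than both controls in 502 regions and lower in 537, control replicate 2 alone in 594 and 871, and control replicate 1 alone in 371 and 558.

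The fall at dhd was weighed against the differences between the controls. As many as 72 regions fell as far in control replicate 2 alone, against 6 in lid KD and 3 in control replicate 1 alone, so a fall of this size could arise between single samples without the knockdown. The shortened list of control replicate 2 ended at a fold enrichment of 2.21, so the 72 can include called peaks. The lists ended at 1.05 in control replicate 1 and at 1.52 and 1.56 in lid KD. Having no peak at all was rare in either control, though. It was seen in 35 of 4826 comparably strong regions in control replicate 2 and in 2 of 4747 in control replicate 1. The gene dhd was named before the data were examined, but after a study of the same libraries. That study had singled it out by RNA sequencing, as the gene most strongly affected in lid KD ovaries. It also reported the reduction by RT-PCR and Western blot, which are other measures than the peaks. Other rankings went both ways. Ranked by -log10 p, 1 region fell as far in control replicate 2, none in control replicate 1, and dhd was the only one in lid KD. By summit pileup 3 regions fell as far in control replicate 2, 2 in control replicate 1 and 1 in lid KD, and within classes of GC content these counts were 103, 5 and 11. The 35 regions had a median GC content of 40.0%, compared with 48.7% at dhd, and 8 of them lay within 5 points of dhd, against 4 in lid KD and 1 in control replicate 1. From these peak lists alone, an effect of the knockdown on H3K4me3 at dhd stays open. Whether the lid KD libraries are separate samples is open as well, and the comparison with the controls rests on that.

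Transposable elements overlapped 4 of the 5 largest falls, which raised the question whether insertions that differ between the strains produce regions called in one group only. Of these regions, 5.42% overlapped an annotated element, compared with 6.87% of the regions called in control replicate 1 only, 0.521% of those called in control replicate 2 only and 106 of the 8846 regions called in all 4 libraries on the main arms. The share lay between those of the single controls, so insertions cannot be told apart from differences between libraries. At dhd the nearest annotated element was 25.7 kb away. An element there had been the prediction, and none was found, but insertions absent from the reference are not annotated, so an insertion at dhd cannot be excluded.

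Summit coverage was higher in lid KD than in the mean of the controls. Lower enrichment over background in control replicate 1 alone is a candidate explanation, as the median log2 ratio of lid KD replicate 1 to control replicate 2 was -0.028. It cannot be told apart from a true increase in lid KD, because regions went both ways against control replicate 2 with their GC content, which leaves a median near 0 undecided.

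The number of regions whose rank rose in lid KD was 260. That is lower than the number of increased peaks quoted from the study above, which came from a test of read counts and is another measure. The order depended on the margin, as the number with no margin was 1596, which is higher than in the study. Those 1596 were 20.1% of regions. Chance would give 16.7% for independent libraries and 33.3% for a lid KD pair that acts as 1 sample. The count with no margin has no error control, so it is no sign of more increases than the study found. Ranks within a list also cannot show a gain shared by all peaks. The number of regions whose rank fell was 266. That is higher than the number of decreased peaks quoted from the study above, with the same difference in measure. This order depended on the margin too, as the number with a margin of 20 points was 41, which is lower than in the study. The place of dhd among the falls was 6. That is a lower place than the one quoted from the study above, which was a place among the decreased peaks of a test of read counts. Here the place was by rank gap among all regions, which is another measure and another set. The order depended on the ranking, as the place of dhd was 1 with ranks by -log10 p and 1 with ranks by summit pileup. It was 7 with the lists as deposited and 11 within classes of GC content.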
